A study of Oikopleura dioica with 12 samples. Its data were reported in "Trans-splicing of mRNAs links gene transcription to translational control regulated by mTOR" (2019).

How the data were processed

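Per the labels, total RNA and ribosome-protected fragments were sequenced from day-6 female Oikopleura dioica exposed for 1.5 hours to 1 μM Torin 1 or to DMSO, in 3 biological replicates (12 libraries). The RNA and the RPFs of one treatment and replicate came from the same collection of animals, according to the methods of the study. Ribosomal RNA was depleted before library construction, total RNA was fragmented by heat, and no cycloheximide was used. The libraries were sequenced on 2 flow cells, and no batch is given per sample.

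The authors clipped adapters, removed reads that mapped to rRNA and tRNA with Bowtie2 2.1.0, mapped the rest to the reference genome with TopHat2 2.0.13, guided by Genoscope gene models, and counted reads per protein-coding gene with featureCounts. The deposited table holds these as raw counts per gene for each library, with no normalization. The strand setting and the handling of reads with several positions are not stated. All columns were mapped to samples, leaving 0 unmapped. The deposited annotation, whose values are of another kind (start and end positions of 18020 gene models on scaffolds, from 1), gave positions, coding exons and neighbours. It lists coding exons and UTRs, and the genome sequence was not at hand. Of 17212 genes in the count table, 17113 had a gene model.

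As in the study, genes with at least 100 reads over all libraries were kept (14574 genes). Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, quasi-likelihood fit and F-test) and adjusted by Benjamini and Hochberg over all genes tested, with a threshold of 0.05. The package the study used for translational efficiency, babel, was not available. A model of all 12 libraries with an interaction of assay and treatment stood in for it. RNA and RPFs were each compared between treatments in their own 6 libraries, and RPFs with RNA in the 6 DMSO libraries. Standard errors of log2 fold changes were taken from the fold change and its F statistic. RPM are counts over the library total, and log2 CPM use TMM factors and a prior count of 2.

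Gene lists were fixed before the data were examined: the 88 gene models that the study lists as orthologs of human TOP mRNAs or of S6 kinases, chosen by orthology and all tested (72 ribosomal proteins, 4 elongation factors, 4 initiation factors, 6 others and 2 S6 kinases). Operons were predicted from the annotation as neighbours on one strand with a gap of at most 60 bp, which put 3404 tested genes downstream, 1910 first and 9211 outside. The class stands in for the spliced leader status of all genes, which was not held in full. Of the list members, 53 of 56 downstream in an operon, 14 of 17 first and 12 of 15 outside have a leader, so that within the lists the class hardly parts members with a leader from those without. The 9 lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and with an estimated one, and with fry, adjusted over the 9 within each comparison. The ribosomal lists of both subunits were also tested apart, with the same direction. No call of a list at the preset correlation held with an estimated correlation in any of the 4 comparisons after adjustment. Fisher's exact tests and exact permutation tests were two-sided. Lists by gene name (histones, proteasome, tRNA synthetases, mitochondrial ribosome, muscle, digestive, house, cell cycle) were not tested, since no table pairs all genes with names, and histone sequence patterns were not searched, since the genome was missing. Axoneme genes were found by the fixed keywords among 1087 genes described by the study, all picked from these libraries. The comparison of operon shares between response classes had no genes with edgeR, which called none for efficiency. With DESeq2 (chosen after the data were seen), none of the 139 lower genes with an operon class, 13 of them downstream, was also lower in RNA at an adjusted or unadjusted p under 0.05, so that the second class was empty.

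The genes named were, per list, the 4 with the highest mean count (all of a list of 6 or fewer), the reference gene of the study's qPCR, and per comparison the 10 largest changes in each direction among genes past the threshold with a mean count of at least 20 and the same sign in all 3 same-numbered pairs. Of these 10, those with a description were named, and at most 2 per direction by identifier alone. The rule speaks of Torin 1 and DMSO pairs. For the ratio within DMSO animals, pairs of RPF and RNA of one number were used, and 920 genes met it (744 higher, 176 lower).

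Whether same-numbered libraries vary together was checked by the correlation across genes of their deviations from the group mean. Between DMSO and Torin 1 it was 0.657, −0.133 and 0.202 for RNA and −0.062, 0.014 and −0.014 for RPFs. Between RNA and RPFs it was 0.006, −0.103 and −0.086 in DMSO and 0.183, −0.116 and 0.143 in Torin 1. The check cannot show a lack of pairing. It gave −0.133 for the replicate 2 RNA libraries, which were nearly equal, since the deviations also depend on the other libraries of each group. The replicate number or the collection was tried as a block in each comparison.

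The fits were tested on simulated data with 200 known changes per draw and 5 draws. At the dispersion of the real data, 8-fold changes were recovered for 0 of 335 genes in RNA, 22 (6.57%) in RPFs, 1 (0.299%) in efficiency and 64 (19.1%) in the DMSO ratio, where 13 of 86 calls fell on unchanged genes. At 0.1 times that dispersion, 97.3%, 73.7%, 69.9% and 97.9% were recovered. The common biological coefficient of variation, a measure of the spread between replicates, was 0.685 in RNA, 0.606 in RPFs, 0.654 over all libraries and 0.591 in the DMSO libraries. The simulation drew each gene at its own dispersion. With only 200 of 14574 genes changed, the adjustment is strict, so the recovery rates do not carry over to data with more changes.

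The alternatives tried were RLE factors, library totals, no filter, filterByExpr, a filter on RPF counts, DESeq2 1.42.0, limma voom with quality weights, blocks, one fit of all libraries, thinning of RPF DMSO replicate 1, operon gaps of 30 and 100 bp, lists limited to well-counted or spliced-leader members, and leaving out each library and each replicate number. Those chosen after the data were seen left out libraries in doubt or the most counted RPF genes, took the response classes from DESeq2, or used an estimated correlation in every list test of the alternatives.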

Results

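The data comprised gene counts from 12 sequencing libraries of day-6 female Oikopleura dioica, a planktonic tunicate whose oocytes grow in one large syncytium. Animals were held for 1.5 hours in 1 μM Torin 1, which blocks the kinase mTOR, or in the solvent DMSO. Total RNA and ribosome-protected fragments (RPFs), the pieces of mRNA covered by ribosomes, were sequenced from the same collections, with 3 biological replicates in each of the 4 groups. The RNA libraries held between 7520819 (Torin 1, replicate 2) and 27462750 (DMSO, replicate 3) counts. RPF DMSO replicate 1 held 22889270 counts, whereas the other RPF libraries held between 91549 (Torin 1, replicate 3) and 874562 (DMSO, replicate 2). A count of 0 allowed up to 0.109 RPM, the usual unit of counts scaled to the library total, in the deepest library and up to 32.8 RPM in the shallowest, from 3 counts of the total and for counting error only. One gene, GSOIDG00008149001, took 42.7% of the counts of RPF Torin 1 replicate 3 and 17.9% of those of RPF DMSO replicate 3, and another took 21.2% in RPF Torin 1 replicate 1.

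**Figure D1:**
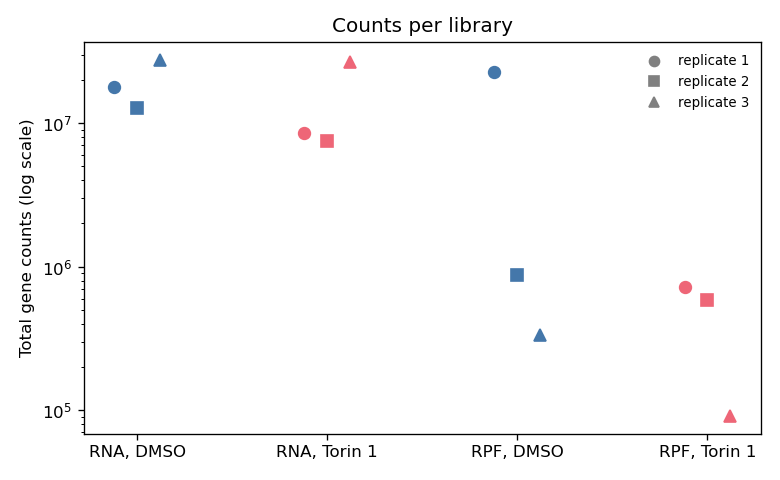
Total gene counts of each library on a log scale, by assay and treatment, with 1 symbol per replicate. RPF DMSO replicate 1, with 22889270 counts, sits among the RNA libraries, and the other 5 RPF libraries hold at most 874562.

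The level of RPFs was compared between Torin 1 and DMSO to see which mRNAs had a smaller share of RPFs when mTOR was inhibited. The scaling of libraries makes these changes, and those in efficiency below, relative to other genes. The RPF level also follows mRNA abundance. A fall in translation common to all mRNAs, which the study reported from polysome profiles, would not show in them. The mRNAs for ribosomal proteins were lower as a group: 71 of 72 orthologs of human TOP mRNAs (mRNAs with a terminal oligopyrimidine tract, which encode much of the translation apparatus) in this class had a negative log2 fold change, with a median of −1.47 against −0.24 for all genes. Their mean log2 CPM (counts scaled to the library total with TMM factors) was 8.37 ± 0.558 (SD, n = 3) in DMSO and 7.04 ± 0.619 (SD, n = 3) in Torin 1. Together they took 3.06% ± 1.17 (SD, n = 3) of RPF counts in DMSO and 1.05% ± 0.391 (SD, n = 3) in Torin 1. RPF DMSO replicate 1, a library in doubt as described below, had 4.29%, against 1.95% in replicate 2 and 2.94% in replicate 3 of DMSO. It enters both DMSO means and the test that follows. The difference in mean log2 CPM of −1.34 had p = 0.1 in a two-sided exact permutation test, the smallest p that 3 against 3 libraries can give. As a list these genes were lower than the others by camera with a preset correlation (adjusted p = 1.75e-37). With an estimated correlation the call was lost (adjusted p = 0.131). The direction of the list was tested on its own with fry, which gave an adjusted p of 0.0725.

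Among the large-subunit proteins, RPL3 (GSOIDG00014879001, scaffold 6, 158475 to 160096, minus strand, 4 coding exons) had 1134 ± 571 RPM in DMSO and 348 ± 197 RPM in Torin 1 (SD, n = 3). Its log2 fold change was −1.58 (SE 0.79, adjusted p = 0.910). RPL19 had −1.55 (SE 0.78), RPLP0 −1.36 (SE 0.76) and RPL8 −1.26 (SE 0.73). Among the small-subunit proteins, RPS6 (GSOIDG00015546001, scaffold 66, 158667 to 159609, minus strand, 4 coding exons), a substrate of the S6 kinases, had 785 ± 322 RPM in DMSO and 263 ± 183 RPM in Torin 1 (SD, n = 3), a log2 fold change of −1.47 (SE 0.76, adjusted p = 0.910). RPS3A had −1.47 (SE 0.76), RPS23 −1.43 (SE 0.72) and RPS27A −0.85 (SE 0.73). All 8 had a negative difference in each of the 3 same-numbered pairs of libraries. Without RPF DMSO replicate 1, RPL19 had −0.90, RPLP0 −0.64 and RPS27A −0.55. None of the 72 passed the threshold, either over all genes or adjusted over the list alone, where the smallest adjusted p was 0.0882. Of the 72, 40 had an unadjusted p under 0.05, all lower.

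Within the ribosomal list, the spliced leader (a short RNA joined by trans-splicing to the 5′ end of many mRNAs in this species) gave no difference that 7 members without it could show. The 65 members with a leader had a median RPF change of −1.47, and the 7 without had −1.50. Lower at an unadjusted p under 0.05 were 35 of the 65 and 5 of the 7 (two-sided Fisher's exact test, p = 0.451).

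The 4 elongation factor orthologs had a median RPF change of −2.21 (camera adjusted p = 3.07e-04, and adjusted p = 0.131 with an estimated correlation). EEF2 (GSOIDG00003020001, scaffold 136, 8757 to 14544, plus strand, 7 coding exons), which moves the ribosome along the mRNA, had 4659 ± 4103 RPM in DMSO and 821 ± 326 RPM in Torin 1 (SD, n = 3), a log2 fold change of −2.43 (SE 1.03, adjusted p = 0.910). EEF1A1 (GSOIDG00006619001, scaffold 20, 486310 to 487921, minus strand, 4 coding exons), which brings aminoacyl-tRNAs to the ribosome, had 485 ± 162 and 111 ± 49.2 RPM (SD, n = 3), a log2 fold change of −1.99 (SE 0.72, adjusted p = 0.910). It was the 1 member of any TOP list past the threshold in the RPF comparison when adjusted over the list alone (adjusted p = 0.0427), against 0 over all genes. Of the 2 EEF1B2 models, GSOIDG00014951001 had −1.80 (SE 0.91). Without RPF DMSO replicate 2, EEF2 had −1.25, and without RPF DMSO replicate 1, that EEF1B2 model had −1.04. The other, GSOIDG00004766001, had 35 counts in the DMSO libraries and 0 in the Torin 1 libraries, below the limit that a count of 0 allows there, so that no fold is given. Without it, the median of the list was the −1.99 of EEF1A1.

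The 4 initiation factors EIF3A (−1.34, SE 0.68), EIF4B (−1.20, SE 0.63), EIF3H (−1.23, SE 0.69) and EIF3E (−0.82, SE 0.63) had a median of −1.21 (camera adjusted p = 0.00168, and adjusted p = 0.164 with an estimated correlation). The 6 other TOP orthologs had a median of −1.15 (camera adjusted p = 0.00167, and adjusted p = 0.131 with an estimated correlation). They were TPT1 (−1.73, SE 0.76), NAP1L1 (−1.65, SE 0.63), the ribosome-bound scaffold RACK1 (−1.42, SE 0.72), the poly(A)-binding protein PABPC1 (−0.89, SE 0.67), NPM1 (−0.73, SE 0.69) and the intermediate filament ortholog VIM (0.56, SE 0.68). The orthologs of S6 kinases, which are not TOP mRNAs, had a median of −0.55 (camera adjusted p = 0.517), from RPS6KA1 (−0.56, SE 0.70) and RPS6KB1 (−0.54, SE 0.75). Without RPF Torin 1 replicate 2, EIF3H had −0.75 and EIF3E −0.50, and without RPF DMSO replicate 1, PABPC1 had −0.54. The sign turned for RPS6KB1 without RPF DMSO replicate 1 (0.24). Without both RPF libraries of replicate 2 it turned for NPM1 (0.26), VIM (−0.64) and RPS6KA1 (0.20). None of these 12 genes passed the threshold over all genes.

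Genes downstream in predicted operons, a class trans-spliced in this species, had a median RPF change of −0.45, and first genes of operons −0.41 (camera adjusted p = 3.27e-05 and 0.00926, and adjusted p = 0.131 and 0.268 with an estimated correlation). Genes outside operons had a median of −0.08. No gene passed an adjusted p of 0.05 in either direction with edgeR or DESeq2. At an unadjusted p under 0.05, edgeR gave 190 higher and 600 lower genes, and DESeq2 gave 137 and 235. The balance in edgeR turned to 835 higher and 535 lower without RPF DMSO replicate 1. It was 138 and 277 without RPF Torin 1 replicate 2, and 230 and 989 without RPF DMSO replicate 2. Leaving out 1 library also changed the count past an adjusted p of 0.05. Without RPF DMSO replicate 1 there were 43 higher and 3 lower genes, without RPF DMSO replicate 2 there were 13 and 194, and without RPF DMSO replicate 3 there were 4 and 35. The initiation factor call was lost without RPF Torin 1 replicate 2, where the list's median lay −0.51 from that of all genes, against −0.97 with all libraries. Without both RPF libraries of replicate 2 it lay at −0.43 and its call was lost too. The elongation factor call was lost without both libraries of replicate 1 (−1.77) or of replicate 2 (−1.14, against −1.97 with all libraries), that of other TOP orthologs without those of replicate 1 (−1.18, against −0.91), and that of first operon genes without those of replicate 1 (−0.22) or 2 (−0.14, against −0.16).

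**Figure D2:**
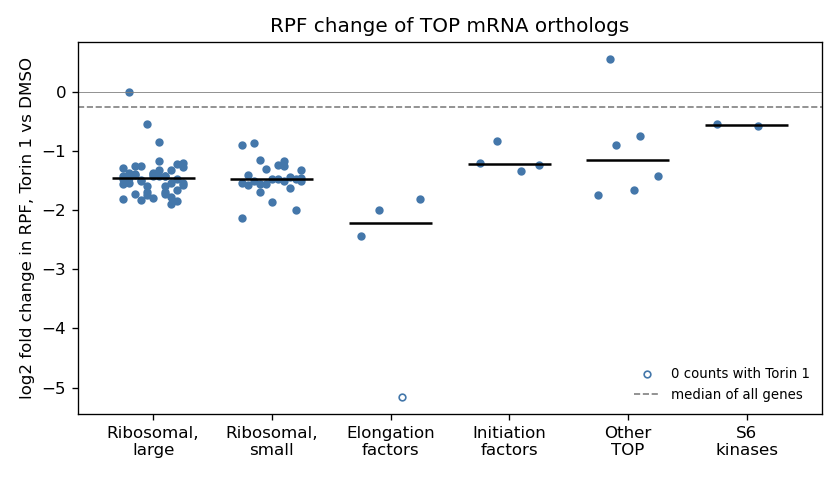
The log2 fold change in RPFs (Torin 1 over DMSO, from edgeR, 3 against 3 libraries) of each TOP ortholog and S6 kinase, with 1 point per gene, the list median as a black line and the median of all genes dashed. Of the ribosomal proteins, 71 of 72 lie below 0, and the open point is the EEF1B2 model with 0 counts in Torin 1, whose fitted value is not a measured fold.

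**Figure D3:**
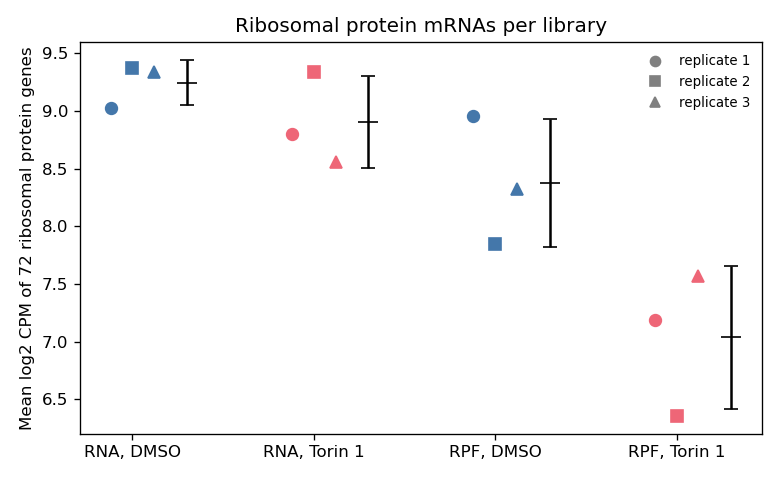
Mean log2 CPM of the 72 ribosomal protein genes in each library, with 1 symbol per replicate and the group mean ± SD beside it. The 3 RPF libraries of Torin 1 (mean 7.04) lie below the 3 of DMSO (mean 8.37), of which replicate 1 is a library in doubt.

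Translational efficiency, the level of RPFs relative to total RNA, was compared between Torin 1 and DMSO. This was the main question of the study, which asked whose translation depends on mTOR. The ribosomal protein mRNAs had a median change in efficiency of −1.07 on the log2 scale, against −0.46 for all genes, and 70 of 72 were negative. The list was lower than the other genes by camera (adjusted p = 3.10e-11), but not with an estimated correlation (adjusted p = 0.456), and its call was also lost without the libraries of replicate 2, where its median lay −0.22 from that of all genes, against −0.61 with all libraries. Per collection of animals, the mean log2 ratio of RPF to RNA over these genes was −0.07, −1.53 and −1.02 in DMSO and −1.61, −2.98 and −0.99 in Torin 1. The difference in means was −0.99, and the values of the treatments overlapped (two-sided exact permutation test, p = 0.3, smallest possible 0.1). The test takes the collections as independent. The replicate 2 ratios of both treatments, however, rest on RNA libraries that were nearly equal. Libraries in doubt, described below, enter the replicate 1 ratio of DMSO and the replicate 3 ratio of Torin 1. These limit both the difference and its p. RPL3 had a change of −1.25 (SE 0.85, adjusted p = 0.858), RPL19 −1.28 (SE 0.86), RPS3A −1.10 (SE 0.80) and RPS6 −1.10 (SE 0.86). Without RPF DMSO replicate 1, RPL19 had −0.68, and without RPF Torin 1 replicate 2 or 3, RPS6 had −0.71 or −1.78. No ribosomal protein gene passed over all genes or adjusted over the list alone.

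The elongation factors had a median change in efficiency of −1.97, or −1.89 (that of EEF2, SE 1.02) without the EEF1B2 model at 0. Their camera adjusted p was 0.0229, and the adjusted p with an estimated correlation was 0.456. EEF1A1 had −2.05 (SE 0.75, adjusted p = 0.446), with the same sign in all 3 same-numbered pairs. EEF2 had −0.73 without RPF DMSO replicate 2. The list's call was lost without RNA DMSO replicate 2, RNA Torin 1 replicate 2, RPF DMSO replicate 2 or RPF Torin 1 replicate 2 (medians relative to all genes of −1.46, −1.41, −1.08 and −1.19, against −1.51 with all libraries), and without all libraries of replicate 2, where the median fell to −0.48. The initiation factors had −0.50 (camera adjusted p = 0.645), the other TOP orthologs −0.98 (0.231) and the S6 kinases 0.12 (0.357). RPS6KB1 had 0.31 (SE 0.86) and RPS6KA1 −0.07 (SE 0.79). No member of any TOP list passed the threshold over all genes or adjusted over the list alone.

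For downstream operon genes the median change in efficiency was −0.12, above that of all genes, while their mean was −0.51. Camera ranked them higher than the other genes (adjusted p = 0.00197), as it did the first genes of operons (median −0.18, adjusted p = 0.0229), but not with an estimated correlation (adjusted p = 0.456 for both). Relative to all genes their medians were 0.34 and 0.28. The calls were lost without RNA Torin 1 replicate 1 (−0.0028 and 0.0041) and without RNA DMSO replicate 3 (0.17 and 0.13), and without all libraries of replicate 1 (0.11 and 0.13) or 3 (0.14 and 0.10). Genes outside operons had a median of −0.70.

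The study states 10 genes tested by qPCR, and the list at hand holds 9 targets and the reference gene. These 9, all ribosomal protein genes and chosen on these samples for their large change, so that their direction is not independent evidence, had a median change in efficiency of −1.17 (range −1.67 to −0.99). Their median change in RNA was −0.18 (range −0.28 to −0.13), and from −0.39 (without RNA Torin 1 replicate 2) to −0.045 (without replicate number 3) with libraries left out. None had an unadjusted p under 0.05 in either comparison. The reference gene of that assay, elongation factor 1 delta (EF1_delta, GSOIDG00003404001), had 0.30 (SE 0.45) in RNA and −1.21 (SE 0.84) in efficiency. With libraries left out, it ranged from −0.15 to 0.56 in RNA and from −1.72 to −0.51 in efficiency.

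No gene passed an adjusted p of 0.05 for efficiency with edgeR, where 30 genes were higher and 1093 lower at an unadjusted p under 0.05. These became 167 higher and 327 lower without RPF DMSO replicate 1, and 19 and 586 without RNA Torin 1 replicate 3. Without RNA Torin 1 replicate 2 they were 62 and 1512. Without both RPF DMSO replicate 1 and RNA Torin 1 replicate 3 (chosen after the data were seen) they were 176 and 247. The one-sided split thus depended largely on RPF DMSO replicate 1. Without RNA Torin 1 replicate 3 alone, fewer genes were lower but the split stayed one-sided. DESeq2 called 1 gene higher and 140 lower. With each collection of animals as a block, edgeR called 0 genes, and the ribosomal median was −1.05. Without the 4 libraries in doubt (RPF DMSO replicate 1, RNA Torin 1 replicate 3 and the replicate 2 RNA libraries of both treatments, chosen after the data were seen), 0 genes were higher and 11 lower, with RNA Torin 1 replicate 1 as the one RNA library of its treatment, which was assumed to vary like the other groups.

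The level of total RNA was compared between Torin 1 and DMSO to see whether mRNA abundance changed along with translation. Ribosomal protein mRNAs had a median log2 change of −0.23 against 0.22 for all genes. Their mean log2 CPM was 9.25 ± 0.195 (SD, n = 3) in DMSO and 8.90 ± 0.399 (SD, n = 3) in Torin 1 (two-sided exact permutation test, p = 0.2, smallest possible 0.1). The test takes the libraries as independent, whereas the replicate 2 RNA libraries of both treatments were nearly equal. This limits the p and the other tests of RNA given here. Camera ranked the list lower than the other genes (adjusted p = 2.55e-05), but not with an estimated correlation (adjusted p = 0.510). RPL3 had 2139 ± 227 RPM in DMSO and 1908 ± 460 RPM in Torin 1 (SD, n = 3). EEF2 had 3512 ± 275 and 2633 ± 806 RPM, a log2 change of −0.39 (SE 0.38), or −0.22 and −0.66 without RNA Torin 1 replicates 1 and 2 in turn, and EEF1A1 had 0.24 (SE 0.35). The elongation factors had a median of −0.42 (camera adjusted p = 0.134), the initiation factors −0.55 (0.0242, and adjusted p = 0.439 with an estimated correlation), the other TOP orthologs −0.34 (0.134, with a mean of −0.02) and the S6 kinases −0.54 (0.113). Of the members of the TOP lists and S6 kinases, the VIM ortholog (GSOIDG00012325001) had the largest RNA change, 1.87 (SE 0.86, adjusted p = 0.452), or 0.48 without RNA Torin 1 replicate 1, with 34.7 ± 20.5 RPM in DMSO and 126 ± 140 RPM in Torin 1 (SD, n = 3). No member of these lists passed over all genes or adjusted over the list alone.

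Downstream operon genes had a median RNA change of −0.32 (mean 0.02), first genes −0.26 (mean 0.19) and genes outside operons 0.94. Camera ranked downstream and first genes lower (adjusted p = 1.38e-13 and 5.25e-06), but not with an estimated correlation (adjusted p = 0.439 for both). RNA Torin 1 replicate 3 stood apart: 623 genes at least 10-fold higher in it than in any other RNA library held 19.5% of its counts. The 17 genes with names of the axoneme, the core of cilia and sperm tails, had a median of 754 RPM in that library, 54.7 RPM in RNA Torin 1 replicate 1 and between 2.91 and 14.4 RPM in the other 4 RNA libraries. The study had picked all 17 from these libraries. RNA Torin 1 replicate 1 also lay far from the others. Its Spearman correlations across genes with the other RNA libraries ran from 0.674 to 0.826, against 0.693 to 0.821 for RNA Torin 1 replicate 3. The efficiency fit without the 4 libraries in doubt rests on RNA Torin 1 replicate 1 as its 1 RNA library with Torin 1. RNA DMSO replicate 2 and RNA Torin 1 replicate 2 were nearly equal (Spearman correlation across genes 0.996, where genes are not independent replicates).

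**Figure D4:**
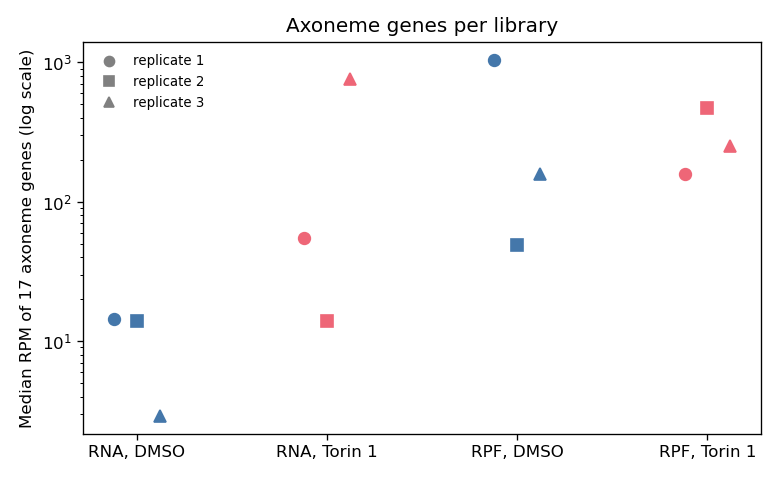
Median RPM of 17 axoneme genes in each library on a log scale, with 1 symbol per replicate. RNA Torin 1 replicate 3 (754 RPM) stands above the other RNA libraries (at most 54.7 RPM), and RPF DMSO replicate 1 (1034 RPM) above the other RPF libraries (at most 472 RPM).

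No gene passed an adjusted p of 0.05 for RNA with edgeR, where 1465 genes were higher and 4 lower at an unadjusted p under 0.05, whereas DESeq2 called 81 genes higher and 0 lower. The higher genes were 10.1% of those tested, and leaving out 1 library moved this to between 1.13% (without RNA DMSO replicate 3) and 19.8% (without RNA Torin 1 replicate 2), and the lower genes to at most 4.84% (without the latter), with 0 genes called each time. The ribosomal list had a median of −0.45 relative to all genes, and of −0.23, −0.75 and −0.17 without RNA Torin 1 replicates 1, 2 and 3 in turn. Without the 2 nearly equal libraries of replicate 2 together it was −0.70, with 0 genes called and 1545 higher and 55 lower at an unadjusted p under 0.05. Without RNA Torin 1 replicate 1, the initiation factors moved from −0.78 to −0.38, the downstream operon genes from −0.54 to −0.22 and the first genes from −0.48 to −0.18, and without RNA DMSO replicate 3 the first genes to −0.31.

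The ratio of RPFs to RNA was also compared between genes within the DMSO animals, the parallel controls without the inhibitor. Differences in make-up between the RPF and RNA libraries were not separated from translational efficiency. The axoneme genes, for example, had medians from 49.2 to 1034 RPM in DMSO RPFs and from 2.91 to 14.4 RPM in DMSO RNA. Of 14574 genes, 990 had a higher and 176 a lower ratio than the typical gene in edgeR. With the replicate number as a block, since RNA and RPFs of one number came from the same collection, there were 1043 higher and 310 lower genes. A histone gene (GSOIDG00016664001, scaffold 71, 170605 to 171015, plus strand) had 142 ± 114 RPM in RPFs and 0.277 ± 0.240 RPM in RNA (SD, n = 3), a log2 ratio of 9.28 (SE 1.11, adjusted p = 0.00275). An H2A histone gene (GSOIDG00006499001, scaffold 20, 153717 to 154088, minus strand) had 483 ± 407 and 0.961 ± 1.02 RPM (SD, n = 3), a log2 ratio of 9.21 (SE 1.14, adjusted p = 0.00308). Histones package DNA. In RNA Torin 1 replicate 3, the library rich in axoneme genes, these 2 histone genes had 106 and 308 RPM, against at most 1.30 and 3.42 RPM in the other RNA libraries. Of 7 undescribed genes with higher fitted ratios, the 2 highest follow. GSOIDG00008149001 (scaffold 24, 453168 to 456493, plus strand) had a log2 ratio of 11.15 (SE 1.91, adjusted p = 0.00892), from 69285 ± 96019 RPM in RPFs and 37.1 ± 25.8 RPM in RNA (SD, n = 3). GSOIDG00004303001 (scaffold 15, 871653 to 872502, minus strand) had 404 RPF counts and 0 RNA counts, so that its ratio over the group was at least 8.34 on the log2 scale. Of these counts, 397 came from RPF DMSO replicate 1, and without it the bound was 6.80, from 7 counts. The 2 lowest ratios were −3.33 (SE 0.60) for GSOIDG00007032001 (scaffold 233, 17264 to 19161, plus strand) and −3.26 (SE 0.68) for GSOIDG00003133001 (scaffold 13, 138255 to 138682, plus strand), neither with a description. The calls of these 6 genes were lost without RNA DMSO replicate 3 (adjusted p between 0.0977 and 0.146), and those of the 4 without a description also without RPF DMSO replicate 3 (between 0.0502 and 0.0834). The ratio of GSOIDG00008149001 was 8.88 without RPF DMSO replicate 3. When each library or replicate number was left out in turn, the fitted ratios ranged from 8.64 to 12.09 for this gene, 8.37 to 10.66 and 8.12 to 10.88 for the histone and the H2A gene, −4.30 to −2.87 for GSOIDG00007032001 and −5.07 to −2.68 for GSOIDG00003133001.

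Of the TOP lists and S6 kinases, RPS6KB1 alone passed with all libraries, with a log2 ratio of −2.20 (SE 0.56, adjusted p = 0.0368) and a lower ratio in all 3 collections. It was also called when adjusted over the list alone (adjusted p = 0.00468). It had 21.1 ± 14.8 RPM in RPFs and 121 ± 18.6 RPM in RNA (SD, n = 3), and lay at scaffold 1, 1885984 to 1887707, minus strand (GSOIDG00000569001). Its call was lost without RNA DMSO replicate 1, 2 or 3 (adjusted p = 0.0600, 0.0715 and 0.170), and without RPF DMSO replicate 2 or 3 (adjusted p = 0.0811 and 0.161). Without RPF DMSO replicate 1, the library in doubt, other named genes passed as lower: EEF1B2 GSOIDG00014951001 (−2.28, adjusted p = 0.0111), RPLP0 (−1.97, adjusted p = 0.0133), EIF4B (−1.51, adjusted p = 0.0219), RPL8 (−1.73, adjusted p = 0.0222), RPL19 (−1.76, adjusted p = 0.0250), EIF3H (−1.58, adjusted p = 0.0361), NPM1 (−1.46, adjusted p = 0.0482) and RPS23 (−1.38, adjusted p = 0.0487). Ribosomal protein mRNAs had a median log2 ratio of −0.78 against 0.17 for all genes (camera adjusted p = 2.12e-07, and adjusted p = 0.427 with an estimated correlation), with RPL3 at −0.67 (SE 0.56) and RPS6 at −0.86 (SE 0.54). The initiation factors had a median of −1.02 (camera adjusted p = 0.0603), the other TOP orthologs −0.82 (0.108), the elongation factors −0.35 (0.400) and the S6 kinases −0.98 (0.169).

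Downstream operon genes had a median log2 ratio of −0.49 (camera adjusted p = 3.37e-09, and adjusted p = 0.427 with an estimated correlation) and first genes −0.39 (2.02e-05, and adjusted p = 0.427). Genes outside operons had a median of 0.63. Of 3404 downstream genes, 101 (2.97%) had a higher and 62 (1.82%) a lower ratio, and of 9211 genes outside operons, 804 (8.73%) and 82 (0.890%). Downstream genes were called higher at a lower rate than all other genes (two-sided Fisher's exact test, p = 3.22e-27) and called lower at a higher rate (p = 4.35e-04). These tests take genes as independent, whereas the estimated correlation within the downstream class was 0.113. Their p-values therefore do not measure the spread between libraries. The difference for higher genes, −4.91 percentage points, shrank to −0.33 without RPF DMSO replicate 3, and that for lower genes, 0.80, grew to 12.7 without RPF DMSO replicate 1 and shrank to 0.25 and 0.19 without RNA DMSO replicates 1 and 2. Adjusted over the list alone, 57 downstream genes were higher and 5 lower. The counts depended on single libraries: without RNA DMSO replicate 3, 0 genes were called, without RPF DMSO replicate 3, 59 were higher and 0 lower, and without RPF DMSO replicate 1, 1879 were lower. Lower genes numbered 40, 30 and 57 without RNA DMSO replicate 1, RNA DMSO replicate 2 and RPF DMSO replicate 2, and without the last the operon difference for lower genes was lost (Fisher's exact test, p = 0.433).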

Values the study reported

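The study counted 57.9 M exon-mapped reads of total RNA in DMSO and 42.8 M in Torin 1, and 24.1 M and 1.4 M reads of RPFs. After its filter on read counts, 14,574 of 17,212 genes were assessed. It reported 762 genes with a lower translational efficiency under Torin 1. Of expressed ribosomal protein mRNAs, 60 of 127 were called lower, and of orthologs of human TOP mRNAs, 59 of 89. The study gave 43% of the female-expressed genes as trans-spliced.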

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

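The alternatives that left out RNA DMSO replicate 2 and RNA Torin 1 replicate 2, RPF DMSO replicate 1 and RNA Torin 1 replicate 3, RNA Torin 1 replicates 1 and 3, or the 10 most counted genes of each RPF library, the list tests with an estimated correlation, and the response classes from DESeq2, were chosen after the data were seen. The alternative without RNA Torin 1 replicates 1 and 3 leaves RNA Torin 1 replicate 2 alone against the DMSO libraries. Since that library differed from RNA DMSO replicate 2 by no more than sampling gives, its values cannot be read as an effect of Torin 1 or the lack of one. The alternative without all 4 libraries in doubt leaves RNA Torin 1 replicate 1 as the one RNA library of its treatment, and that library also lay far from the other RNA libraries. Both assume that the lone library varies like the other groups. The others were fixed before the data were examined. Calls of lists here rest on the unadjusted p of camera, and the values of lists are medians relative to all genes on the log2 scale. The cause was not tested for any change given here unless it is named. Depth limits the RPF comparisons: 5 of the 6 RPF libraries held at most 874562 counts. The spread between replicates limits them as well. In the simulation, 6.57% of 8-fold RPF changes were recovered at the real dispersion and 73.7% at 0.1 times it. The response-class test gave no value under either definition of a lower RNA level: edgeR called no gene for efficiency, and of the 139 lower genes of DESeq2 with an operon class 0 were lower in RNA by either definition. The alternatives that gave no calls gave no difference in operon shares. Of the tests of lists, 576 stayed on the same side of the threshold in the same direction, 53 lost their call, 5 gained one and 12 turned. Of the values of named genes, 2075 stayed so, 23 lost their call, 16 gained one and 93 turned. Depending on the scaling, the median of all genes moved from 0.22 to 0.15 in RNA (RLE), from −0.24 to −0.36 in RPFs (library totals), from −0.46 to −0.71 in efficiency (library totals) and from 0.17 to −0.12 in the DMSO ratio (library totals), while the median of the ribosomal proteins stayed negative in each.

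With DESeq2, 81 genes were higher in RNA, 1 was higher and 140 lower in efficiency, and 566 were lower in the DMSO ratio. With no filter, 1 gene was higher and 3 lower in RPFs. With library totals, 624 genes were lower in the DMSO ratio, with thinning of RPF DMSO replicate 1, 346, and with the replicate block, 310. With at least 10 counts in 3 RPF libraries, fewer genes were tested, and 393 were higher and 39 lower in the DMSO ratio. Without RPF DMSO replicate 1, RNA Torin 1 replicate 3, RNA DMSO replicate 2 and RNA Torin 1 replicate 2, 11 genes were lower in efficiency, from the one RNA library left with Torin 1. With the replicate block there were 0 calls in RNA, RPFs and efficiency, and the ribosomal values were −0.44, −1.31 and −0.75.

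With an estimated correlation these calls were lost: in RNA, ribosomal proteins (−0.45), initiation factors (−0.78), downstream (−0.54) and first (−0.48) operon genes, and in RPFs, ribosomal proteins (−1.22), initiation factors (−0.97), other TOP orthologs (−0.91), downstream (−0.21) and first (−0.16) operon genes. In efficiency they were ribosomal proteins (−0.61), elongation factors (−1.51), downstream (0.34) and first (0.28) operon genes, and in the DMSO ratio ribosomal proteins (−0.95), initiation factors (−1.19), downstream (−0.66) and first (−0.56) operon genes.

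With at least 10 counts in 3 RPF libraries, the ribosomal call in RNA was lost (−0.057) and the elongation factors turned in the DMSO ratio (0.54), as they did with spliced-leader members alone (0.50). With RNA Torin 1 replicate 2 alone (without RNA Torin 1 replicates 1 and 3), the RNA values turned for ribosomal proteins (0.19) and other TOP orthologs (0.092), and the call of initiation factors was lost (−0.076). In efficiency, limma voom turned the downstream operon genes (−0.033), ended the call of first genes (0.0042) and gave one for other TOP orthologs (−0.53). The elongation factor call in efficiency was lost without RNA DMSO replicate 2 and RNA Torin 1 replicate 2 (−1.36), without these and RPF DMSO replicate 1 and RNA Torin 1 replicate 3 (−1.01), and without the most counted RPF genes (−1.62), and the initiation factors turned in the first (0.38) and second (0.22) of these. The initiation factor call in the DMSO ratio was lost with thinning (−1.002) and the replicate block (−1.09), other TOP orthologs gained one with no filter (−1.11), and the call of first operon genes in RPFs was lost with a gap of 100 bp (−0.14).

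The median of the qPCR targets in RNA turned with at least 10 counts in 3 RPF libraries (0.036) and with RNA Torin 1 replicate 2 alone (0.19). The percent of ribosomal members lower at an unadjusted p, with a leader minus without, was −17.6 in RPFs, 3.08 in efficiency and 1.54 in the DMSO ratio. It turned in RPFs with DESeq2 (7.03), library totals (3.96) and the replicate block (4.18), in efficiency with DESeq2 (−19.1), RLE (−10.1), library totals (−18.2), limma voom (−30.5), the RPF count filter (−22.2) and without the most counted RPF genes (−9.67), and in the DMSO ratio with DESeq2 (−1.98) and no filter (−3.52). The percent of genes lower in the DMSO ratio, downstream in operons minus others, was 0.796. It turned with the RPF count filter (−0.082), and its test was lost with filterByExpr (0.370).

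Named genes turned as follows, none of these turned values past the threshold. In RNA with at least 10 counts in 3 RPF libraries these were RPL3 (0.050), RPL19 (0.10), RPS3A (0.0025), RPS6 (0.0075) and RPS27A (0.027). In RNA with RNA Torin 1 replicate 2 alone they were EEF2 (0.031), EEF1A1 (−0.16), RACK1 (0.18), TPT1 (0.11), NAP1L1 (0.029), RPL3 (0.15), RPL19 (0.28), RPL8 (0.14), RPS3A (0.20), RPS6 (0.23), RPS27A (0.089), RPS23 (0.064) and EF1_delta (−0.47). In efficiency, EIF3E turned with the animal pool block (0.0030), no filter (0.013), without the replicate 2 RNA libraries (0.40) and without all 4 libraries in doubt (0.52), and RPS6KA1 with the animal pool block (0.042), the replicate block (0.016) and without the replicate 2 RNA libraries (0.22). VIM turned with limma voom (0.16), NPM1 without the replicate 2 RNA libraries (0.26), and PABPC1 without RPF DMSO replicate 1 and RNA Torin 1 replicate 3 (0.12). Without all 4 libraries in doubt, which rests on 1 RNA library with Torin 1, EEF1B2 GSOIDG00014951001 (0.077), EIF4B (0.25), EIF3H (0.56), PABPC1 (0.97), NAP1L1 (0.35) and NPM1 (0.80) turned. EEF1B2 GSOIDG00004766001, with 0 counts in Torin 1, gave fitted values of 0.080 with DESeq2, 0.92 with thinning, 0.30 with limma voom, 1.26 without RPF DMSO replicate 1 and RNA Torin 1 replicate 3 and 2.09 without all 4 libraries in efficiency, and of 0 with thinning in RPFs. RPS6KA1 turned in the DMSO ratio with library totals (−0.065), where NPM1 passed the threshold (−1.74, adjusted p = 0.0463).

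Leaving out each library or replicate number in turn gave these ranges. In RNA, 0 genes were called each time, and the lists ranged from −0.75 to −0.12 for ribosomal proteins, −0.97 to −0.30 for elongation factors, −1.21 to −0.38 for initiation factors, −0.87 to −0.20 for other TOP orthologs, −1.18 to −0.33 for S6 kinases, −0.82 to −0.22 for downstream and −0.71 to −0.18 for first operon genes, and the median of the qPCR targets from −0.39 to −0.045. In RPFs, 0 to 43 genes were higher and 0 to 194 lower. The lists ranged from −1.53 to −0.87 for ribosomal proteins, −2.52 to −1.14 for elongation factors, −1.31 to −0.43 for initiation factors, −1.27 to −0.60 for other TOP orthologs, −0.66 to 0.12 for S6 kinases, −0.31 to −0.13 for downstream and −0.22 to −0.11 for first operon genes, and the leader difference from −31.4 to 12.3. In efficiency the lists ranged from −1.17 to −0.22 for ribosomal proteins, −1.84 to −0.48 for elongation factors, −0.57 to 0.82 for initiation factors, −0.66 to 0.11 for other TOP orthologs, 0.092 to 1.44 for S6 kinases, −0.0028 to 0.75 for downstream and 0.0041 to 0.59 for first operon genes, the median of the qPCR targets from −1.64 to −0.84, and the leader difference from −19.3 to 6.15. In the DMSO ratio, 0 to 1309 genes were higher (none without RNA DMSO replicate 3 or replicate number 3) and 0 to 1879 lower, the ribosomal proteins ranged from −1.14 to −0.65, elongation factors from −0.97 to −0.18, initiation factors from −1.37 to −0.81, other TOP orthologs from −1.09 to −0.80 (called without RPF DMSO replicate 1 and without replicate number 1), S6 kinases from −1.37 to −0.85, downstream operon genes from −0.79 to −0.47, first genes from −0.70 to −0.41, the leader difference from 1.54 to 26.4, the operon difference for higher genes from −7.37 to −0.33 and that for lower genes from −0.083 to 12.7. Genes that turned ranged in RNA from −0.063 to 0.40 (EEF1A1), −0.35 to 0.056 (RPL19), −0.40 to 0.0068 (RPS27A) and −0.15 to 0.56 (EF1_delta). In RPFs the ranges were −6.08 to 0 (EEF1B2 GSOIDG00004766001), −1.40 to 0.26 (NPM1), −0.64 to 1.27 (VIM), −1.40 to 0.20 (RPS6KA1) and −0.91 to 0.24 (RPS6KB1). In efficiency they were −6.19 to 0.89 (EEF1B2 GSOIDG00004766001), −1.47 to 0.048 (EIF3A), −1.06 to 0.044 (EIF4B), −0.74 to 0.78 (EIF3E), −1.48 to 0.48 (EIF3H), −0.77 to 1.26 (NPM1), −2.85 to 0.57 (VIM), −0.98 to 1.01 (RPS6KA1) and −0.16 to 1.14 (RPS6KB1). In the DMSO ratio they were −0.43 to 1.15 (EEF2), −0.44 to 0.47 (RPS6KA1) and −0.94 to 0.27 (EF1_delta).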

Other observations

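The predictions for the tests of 1 library or sample under 2 labels, of axoneme RNA, of too few reads, of no RNA effect and of RPF DMSO replicate 1 alone were written after the values they rest on were seen. The other tests were written before.

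The RPF libraries of each treatment differed in axoneme genes. The median of the 17 genes was 1034 RPM in RPF DMSO replicate 1, 472 RPM in RPF Torin 1 replicate 2, 251 RPM in RPF Torin 1 replicate 3, 158 RPM in RPF DMSO replicate 3, 157 RPM in RPF Torin 1 replicate 1 and 49.2 RPM in RPF DMSO replicate 2. The most abundant of them, the beta heavy chain of outer-arm dynein (GSOIDG00009218001), which powers the beat of cilia and sperm tails, had 3963 RPM in RPF DMSO replicate 1, 8005 RPM in RPF Torin 1 replicate 2 and 18.1 RPM in RNA DMSO replicate 3. The 623 genes at least 10-fold higher in RNA Torin 1 replicate 3 than in other RNA libraries held 25.1% of the counts of RPF DMSO replicate 1, 19.3% of those of RPF Torin 1 replicate 2 and 1.61% of those of RPF DMSO replicate 2.

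RPF DMSO replicate 1 resembled RNA Torin 1 replicate 3 (Spearman correlation across genes 0.952) more than any other RPF library (at most 0.796). Greater depth does not account for this, since with all deeper libraries thinned to 582868 counts the correlation with that RNA library stayed 0.130 above the highest with an RPF library. RPF DMSO replicate 3 (334447 counts) and RPF Torin 1 replicate 3 (91549) were shallower than this and left as they were. Nor does 1 library deposited under 2 labels, since the dispersion index of the pair was 162, where sampling from one pool gives about 1. A test used 28 genes at least 4-fold higher in the 3 deeper of the other RPF libraries than in any RNA library. In these, RPF DMSO replicate 1 lay at a median of 0.239 (SD 0.175) of the way from RNA to RPFs. RPF DMSO replicate 3 lay at 0.782. The value of 0.239 lies close to the bound of 0.25 set beforehand. These genes were chosen as low in every RNA library, RNA Torin 1 replicate 3 included. A library resembling that one is likely low in them whatever its kind, so the test cannot tell what RPF DMSO replicate 1 is. Its correlation with RNA DMSO replicate 1 was 0.758. That it is, at least largely, a total RNA library stays a candidate explanation, and a mixture is not excluded. RNA from other animals or cells rich in axoneme transcripts cannot be told apart from this, although RNA DMSO replicate 1, from the same collection, held 0.0140 of the axoneme level of RPF DMSO replicate 1, because the study had picked all 17 genes from these libraries. The methods state that the sex of the collected animals was checked under a microscope, which speaks against males among them.

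RNA DMSO replicate 2 and RNA Torin 1 replicate 2 differed by no more than sampling of one pool gives, with a dispersion index of 1.07. Too few reads do not account for it: at equal depth the lowest of the other 14 RNA pairs had 21.2. Nor does a lack of effect of Torin 1 on RNA, since the lowest index between separate collections of one treatment was 37.9. A candidate explanation is that one RNA sample was sequenced under both labels. No other biological explanation was tested.

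The lower RPFs of ribosomal protein mRNAs with Torin 1 did not rest on RPF DMSO replicate 1 alone: without it the difference in mean log2 CPM was −1.05 (SE 0.430). Nor did they rest on a few genes taking most of the counts, since without the 27 most counted genes the difference in log2 share was −1.16 (SE 0.601). Both values, however, lie past the bound of −0.5 by little more than their SE, so neither test settles its question. The effect of Torin 1, which the design names, may account for the difference and stays open together with chance.

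The 6 libraries of a comparison, or the 6 collections for efficiency, can be parted in 10 ways, too few for a share under 0.05. In RNA, all 10 gave at least the 0 genes of the real grouping (highest other 0). In RPFs, all 10 did so, and 4 other groupings called 213, 76, 542 and 218 genes against 0, which points to a structure of the libraries other than the treatment. In efficiency, all 10 gave at least 0 genes (highest other 0). In the DMSO ratio, 1 grouping, the real one, gave 1166 genes (highest other 0). The ribosomal shift relative to all genes was 1.22 in RPFs for the real grouping, reached by 1 of the 10 (highest other 1.01), and 0.61 in efficiency, reached by 5 of the 10 (highest other 1.13).

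The counts of lower genes in efficiency were not compared with those quoted above, since the text of the study states no threshold for them.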
